A study of Homo sapiens with 8 samples. Its data were reported in "Integrated analysis of microRNA and mRNA expression and association with HIF binding reveals the complexity of microRNA expression regulation under hypoxia" (2014).

How the data were processed

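MicroRNA abundance was measured by small RNA sequencing in 8 libraries from MCF-7, an established human breast cancer cell line. Cells were kept at 1% oxygen in a hypoxia workstation for 16, 32 or 48 h, or in normoxia at 21% oxygen, and each of the 4 groups held 2 libraries. The study's methods describe the libraries of a condition as biological replicates. Groups, times and replicate numbers were taken from the sample labels, which give the normoxia libraries a time of 48 h.

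The authors isolated total RNA, cut the small RNA fraction from a gel and made libraries with an Illumina small RNA kit. They removed the 3' adaptor and low-complexity reads with the Kraken pipeline and kept reads of microRNA length. Reads were aligned by the authors to hg19 with Bowtie 0.12.7 and counted over the mature microRNAs of miRBase. How a read with several best positions entered these counts is not stated for the mature microRNAs, and the values show no division of reads. The deposited value is a signal per mature microRNA: the authors divided its reads by an effective library size and multiplied by a constant, with edgeR 2.3.57 named for the normalization. The scaling factor behind the effective library size is not given in the sources used here. Column totals ran from 773731 to 1.08e+06, so the libraries do not share 1 total and the signal is not a share of the library. The authors listed only microRNAs detected in all conditions, and 502 were listed in each library. Such a list holds no microRNA that was absent from a condition, and how far it shortens the table was not tested here. Ligation and amplification favour some small RNAs over others, so values of different microRNAs are not molar amounts, while the same microRNA can be compared between libraries.

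In every file each value was a whole multiple of 1 step, the value of 1 read, within 0.02 reads for 100% of the values. The totals implied by that step ran from 24413799 to 27802588 reads per library and were used only to describe depth. At a value of 10, counting error was 5.28% to 6.38%, depending on the library, and a floor of 3 reads corresponded to values of 0.083 to 0.122. Such figures cover counting error alone, since amplified reads without molecular identifiers are not independent molecules.

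Older names in the files were matched to the current 5p and 3p names of the same arm. Hairpin positions were read from GENCODE 44 lifted to GRCh37, the build of the authors' alignment, in coordinates counted from 1. A hairpin entry was found for 431 of the 502 microRNAs (85.9%), and the positions of the others are not used here.

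Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3. A group-means model held all 8 libraries, so that the 4 groups shared 1 estimate of the spread, and variances were moderated with a trend on abundance (prior degrees of freedom 8.24, residual 4). Each hypoxia time was compared with normoxia, and the times with each other, by two-sided moderated tests with Benjamini-Hochberg adjustment over the 502 microRNAs, at an adjusted p under 0.05. No filter on low values was applied. Fold changes are on the log2(value + 1) scale, which understates the change of microRNAs with low values. The values were not turned back into counts, although they are whole multiples of 1 step, and the count model that was foreseen for raw counts was not run.

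The following choices were made before the data were examined, but after the study's paper had been read. The named microRNAs were the 10 largest rises and the 10 largest falls per comparison among those past the threshold, with both hypoxia libraries on the same side of both normoxia libraries. Also named were up to 4 members of each list described, the 5 largest differences in each direction between hypoxia times, and the 5 largest arm ratios in each direction. Both arms of miR-145, miR-222, miR-27a and miR-30d, and miR-210-3p and miR-4521, were named whatever their values. Any other microRNA named was chosen after its values were seen. Most are described as such, but miR-494-3p, miR-934 and miR-21-5p, for example, are not.

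There were 30 lists of microRNAs. They held families with a shared seed, clusters with a common transcript, microRNAs within 50 kb of a binding site of hypoxia-inducible factor (HIF) as listed by the study from other assays, p53-responsive microRNAs, markers of other cell types, fragments of structured RNAs as a sign of RNA breakdown, and the microRNAs that the study named as raised or lowered at several times. The last 2 lists were chosen by the study on these same libraries. Other lists, such as the miR-221/miR-222 cluster and the miR-378 family, hold microRNAs that the study had named as changed. They are not fully independent of its calls on these libraries. The 27 lists with at least 3 listed members were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over lists, and again with the correlation estimated from the data and with limma's fry.

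For each of 107 hairpins with both arms listed, and neither made by another hairpin, the difference log2(5p + 1) minus log2(3p + 1) was tested with limma. The median over these hairpins of minor against major arm was compared between the 6 hypoxia and 2 normoxia libraries by an exact two-sided permutation test over 28 splits. The minor arm was the one with the lower mean over all 8 libraries. In a hairpin with nearly equal arms that label can depend on the change itself. Overlaps between comparisons that share the normoxia libraries were set beside 100 simulated draws. Each drew all 8 libraries anew, with no group changed and independent noise for each microRNA. Shifts that run through a whole library were therefore not simulated.

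The procedure was tested on simulated data for the comparison of 48 h with normoxia over 502 microRNAs. It recovered 80% of 50 microRNAs changed 2-fold and 100% of 50 changed 4-fold, with 7 false calls there and 0 calls at 16 h, where none had been changed. Among 107 simulated hairpins it recovered 100% of the 30 changed ones. These recoveries hold for the sizes of change and the noise that were simulated. They do not measure the power of the tests, that on arm ratios included, in the deposited values.

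Alternatives were other pseudocounts (0.1, 0.5 and 10), filters at a mean value of 10 or 100, scaling by median-of-ratios size factors, to equal library totals with or without miR-21-5p, or by quantiles, other variance models, fits of only the groups compared, a 2-fold threshold, the replicate number as a block, a correction for GC content, a covariate for the difference between the libraries at 16 h, and leaving out libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.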

Results

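MicroRNAs were profiled by small RNA sequencing in MCF-7 cells, an oestrogen receptor-positive breast cancer line, to follow how their abundance moves when oxygen falls from 21% to 1%. Cells were sampled after 16, 32 and 48 h of hypoxia and in normoxia, with 2 libraries in each of the 4 groups. A normalized value was given in every library for 502 mature microRNAs, each the strand cut from the 5p or the 3p arm of a hairpin. The implied depth was 27802588 and 27637760 reads in the normoxia libraries, 26381493 and 24413799 at 16 h, 26865458 and 26050040 at 32 h, and 26847365 and 27728155 at 48 h. miR-21-5p alone took 58.1% to 65.9% of a library's values, and the 10 most abundant microRNAs took 85.6% to 87.5%. Only miR-934 in 1 library at 48 h was listed at 0.

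The libraries of a group were not equally alike. Over the 502 microRNAs, the log2 difference between the 2 libraries of a group had a standard deviation of 0.184 at 48 h, 0.327 in normoxia, 0.338 at 32 h and 0.696 at 16 h. On the first principal component, which held 66.1% of the variance, 16 h replicate 1 lay at 12.3 and replicate 2 at -1.13, with the normoxia libraries at 6.50 and 6.69 and the libraries of the later times at -4.96 to -6.73. Replicate 1 at 16 h thus lay beyond normoxia, away from the later times, while miR-210-3p was 4.02-fold above the normoxia mean in it and 2.47-fold above in replicate 2. Since all groups shared 1 estimate of the spread, the difference between the libraries at 16 h entered every test below.

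**Figure D1:**
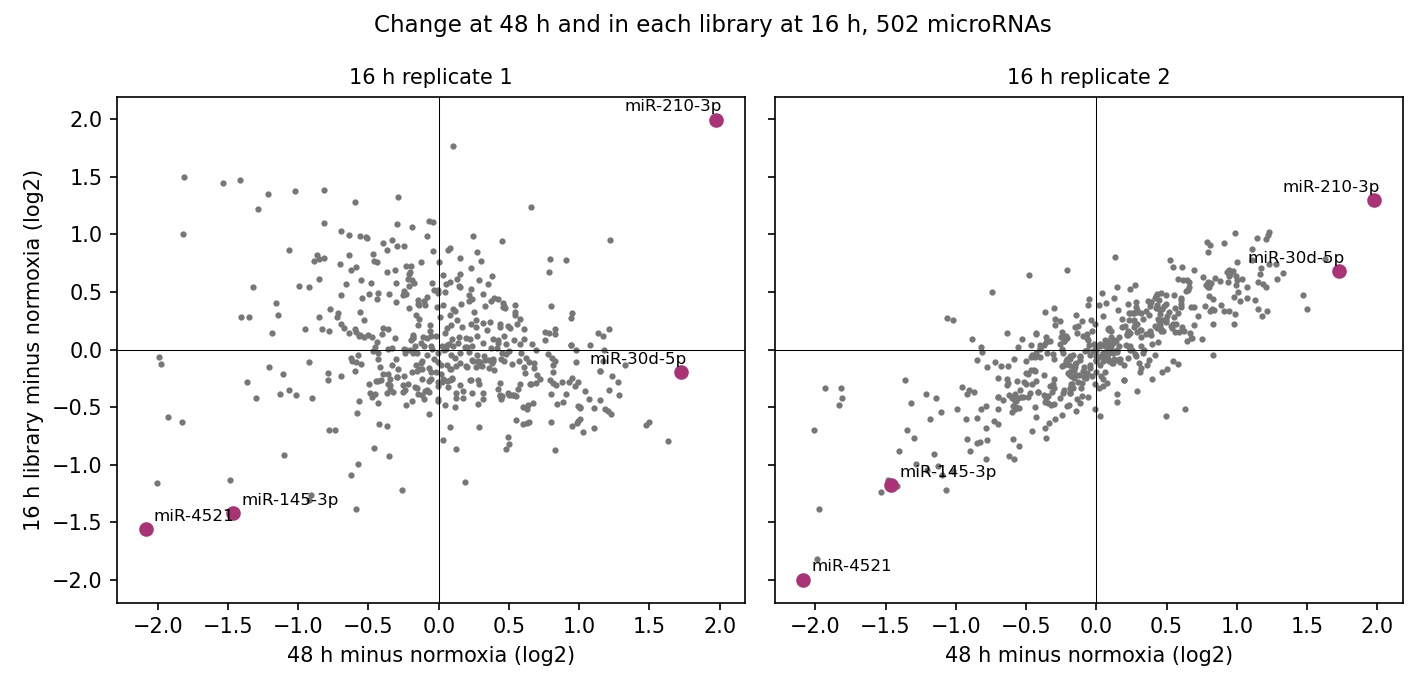
Each point is 1 of 502 microRNAs, with the log2 difference of 48 h from normoxia on the horizontal axis and that of a single library at 16 h from normoxia on the vertical axis, replicate 1 in the left panel and replicate 2 in the right. On the 48 h change replicate 2 had a slope of 0.552 and replicate 1 a slope of -0.128. Both axes subtract the same normoxia mean, which by itself tends to give a slope above 0, and no slope without change was estimated.

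After 16 h at 1% oxygen, miR-210-3p rose and miR-4521 and miR-145-3p fell. miR-210-3p, the microRNA best known for its induction by HIF, went from 136 ± 5.09 in normoxia to 440 ± 148 (SD, n = 2 each), 3.13-fold, with a log2 difference of 1.65 (SE 0.29). miR-4521 went from 5.49 ± 1.25 to 0.897 ± 0.406 (SD, n = 2 each), a log2 difference of -1.78 (SE 0.23). It is also on the list of structured RNA fragments, which was kept as a sign of RNA breakdown. miR-145-3p, from the hairpin whose 5p arm is described as a tumour suppressor, went from 2.50 ± 0.699 to 0.413 ± 0.165 (SD, n = 2 each), a log2 difference of -1.30 (SE 0.20). These values at 16 h stayed above the floor of 3 reads, which was at most 0.122. In both hypoxia libraries each of the 3 lay on the same side of both normoxia libraries.

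The adjusted p from limma with Benjamini-Hochberg correction was 0.0161 for miR-210-3p, 0.00214 for miR-4521 and 0.00714 for miR-145-3p, and no other of the 502 passed, with 34 at an unadjusted p under 0.05. At 16 h the groups did not overlap for 24.3% of the microRNAs, below the 33.3% that chance gives for each microRNA. MicroRNAs read in the same libraries are not independent, so a shift through a whole library can move such a share from 33.3%. miR-222-5p was 4.63 ± 0.01 against 11.4 ± 1.63 in normoxia (SD, n = 2 each) and did not pass (log2 difference -1.13, adjusted p = 0.103). The study, with its own test on these libraries, did call it lowered at 16 h, and its qPCR also showed it lowered in hypoxia. The opposite arms miR-145-5p (-0.25, adjusted p = 0.94) and miR-222-3p (-0.21, adjusted p = 0.977) did not pass either, nor did miR-27a-5p (0.29), miR-27a-3p (0.36), miR-30d-5p (0.24) and miR-30d-3p (0.48), with adjusted p of 0.777 to 0.94. miR-210-3p lost its call at equal library totals (adjusted p = 0.0958), under quantile normalization (0.0776), without normoxia replicate 1 (0.159) or 2 (0.19), and without any 1 library of the later times (0.0502 to 0.0505), in a range of 0.000793 to 0.0958 over the settings other than leaving out 1 library. miR-145-3p lost it without normoxia replicate 2 (0.142), and the count of 3 became 1 without normoxia replicate 2, 24 without 16 h replicate 1 and 76 without 16 h replicate 2.

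Of the 27 lists tested, 6 passed at 16 h by camera at the preset correlation, and 0 passed with the correlation estimated from the data. The 28 microRNAs that the study named as lowered fell as a group (median -0.59, adjusted p = 2.56e-14 by limma's camera), with 2 lower over all microRNAs and 5 adjusted over the list alone. The 41 named as raised were higher as a group (median 0.21, adjusted p = 2.42e-05 by camera), with 1 higher over all microRNAs and 2 adjusted over the list alone, although their median was -0.04 at equal library totals and -0.10 without 16 h replicate 2. At equal library totals the median of all microRNAs at 16 h was itself -0.19, against which list medians on that scale have to be read. Both lists were chosen by the study on these samples and are not independent evidence of a direction. Their adjusted p were 0.344 and 0.718 with an estimated correlation, and without 16 h replicate 2 the camera adjusted p were 0.359 and 0.451.

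The miR-15/16 family, which shares a seed and targets cell cycle genes, was higher as a group at 16 h (7 members, median 0.48, or 0.18 at equal totals, camera adjusted p = 0.0169, but 0.591 with an estimated correlation). None of its members passed over all microRNAs and 1 did adjusted over the list alone. The miR-221/miR-222 cluster (4 members, median -0.37, or -0.67 at equal totals, camera adjusted p = 0.0126) and the 13 microRNAs of the Xp11 cluster in CLCN5 (median -0.21, or -0.47 at equal totals, camera adjusted p = 0.0242) were lower as groups, with adjusted p of 0.344 and 0.58 with an estimated correlation. No member of either passed over all microRNAs, and 1 of miR-221/miR-222 did adjusted over the list alone. Fragments of structured RNAs (9 listed of 24) had a median of -0.07 and a mean of -0.35, with miR-4521 as their single member to pass by either adjustment, and a camera adjusted p of 0.019, or 0.344 with an estimated correlation. Leaving out 1 library ended each of these calls. That library was 16 h replicate 1 for miR-15/16 (0.84), Xp11 (0.0948) and structured RNAs (0.0948), and 16 h replicate 2 for miR-221/miR-222 (0.486), Xp11 (0.359) and structured RNAs (0.425). It was normoxia replicate 1 for miR-221/miR-222 (0.0788), Xp11 (0.0784) and structured RNAs (0.217), and normoxia replicate 2 for miR-15/16 (0.122) and Xp11 (0.149), and structured RNAs also lost theirs at equal totals (0.0949) and under quantile normalization (0.124).

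After 32 h, 39 microRNAs differed from normoxia, 24 higher and 15 lower. miR-210-3p reached 547 ± 92.4 against 136 ± 5.09 in normoxia (SD, n = 2 each), 3.98-fold (log2 1.99, SE 0.29, adjusted p = 0.00197 by limma with Benjamini-Hochberg correction). miR-143-3p, which shares a host transcript with miR-145, rose from 57.5 ± 2.47 to 161 ± 9.74 (SD, n = 2 each), 2.77-fold (SE 0.25 on the log2 scale, adjusted p = 0.00503). miR-33b-5p, made from an intron of SREBF1, a master regulator of lipid synthesis, rose from 37 ± 3.36 to 106 ± 23.4 (SD, n = 2 each), 2.79-fold (log2 1.48, SE 0.30, adjusted p = 0.0155). miR-4521 fell to 0.514 ± 0.222 (log2 -2.09, SE 0.23, adjusted p = 0.000377), and miR-573, from an intron of DHX15, fell from 4.16 ± 0.459 to 0.750 ± 0.219 (SD, n = 2 each; log2 -1.56, SE 0.21, adjusted p = 0.00166).

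Other rises at 32 h were those of miR-3158-3p (log2 1.49, SE 0.25), miR-627-5p (1.38, SE 0.34), the p53-responsive pair miR-215-5p (1.26, SE 0.29) and miR-192-5p (1.10, SE 0.27), miR-30d-5p (1.24, SE 0.31), miR-1269a (1.18, SE 0.30) and miR-378i (1.13, SE 0.29), with adjusted p of 0.00503 to 0.0373. miR-30d-3p (0.96, adjusted p = 0.0393) and miR-27a-5p (0.92, adjusted p = 0.0449) also rose, whereas miR-27a-3p did not pass (0.43, adjusted p = 0.256). By qPCR the study did find miR-27a-3p raised at this time. At equal totals and under quantile normalization miR-33b-5p, miR-627-5p, miR-215-5p, miR-192-5p, miR-30d-5p, miR-1269a and miR-378i lost their calls at 32 h (adjusted p of 0.0509 to 0.0945). The falls included miR-92a-1-5p, a minor arm of the miR-17-92 cluster (log2 -1.87, SE 0.42), miR-424-3p (-1.59, SE 0.36), miR-3613-5p (-1.49, SE 0.35), miR-4466 (-1.49, SE 0.25), miR-145-3p (-1.40, SE 0.20) and miR-222-5p (-1.38, SE 0.26), with adjusted p of 0.00197 to 0.0327. miR-1260b (-1.60, SE 0.31) and miR-1260a (-1.21, SE 0.27) fell as well (adjusted p of 0.0116 and 0.0243), and as their sequences are nearly alike they can share reads, which was not tested, and are not counted as separate evidence. miR-145-5p (-0.24, adjusted p = 0.527) and miR-222-3p (-0.76, adjusted p = 0.124) did not pass. Of these falls miR-92a-1-5p, miR-1260b, miR-424-3p, miR-3613-5p and miR-1260a lost their calls under quantile normalization (adjusted p of 0.0613 to 0.0658). Of the 20 microRNAs named by the rule at 32 h, 4 lost their calls with median-of-ratios size factors. With the covariate for the difference between the libraries at 16 h, 10 did.

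At 32 h the groups did not overlap for 67.7% of the microRNAs, where chance gives 33.3% for each, and 160 had an unadjusted p under 0.05. That share does not separate hypoxia from a shift through a whole library. The share of rises among the calls was 61.5% on the deposited values, 33.3% with median-of-ratios size factors (7 of 21), 41.7% under quantile normalization (5 of 12), 9.4% at equal library totals (3 of 32) and 15.8% at equal totals without miR-21-5p (3 of 19). The count of 39 became 200 without either library at 16 h and 201 without both, with all 39 kept each time, and fell to 6 and 4 without normoxia replicate 1 or 2, to 8 and 3 without 32 h replicate 1 or 2, and to 18 without either library at 48 h. Of the 20 microRNAs named by the rule, miR-4521, miR-573 and miR-145-3p kept their calls at 32 h under the 13, 14 and 13 settings in which each was tested, which leave out filters that removed them, and with any 1 library left out, and miR-210-3p lost its call only without 32 h replicate 2 (adjusted p = 0.0793, with 0.00883 at most over the other settings).

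Of the lists at 32 h, 5 passed by camera at the preset correlation and 0 with an estimated correlation. All 41 microRNAs named by the study as raised were higher (median 0.99, camera adjusted p = 2.57e-22) and all 28 named as lowered were lower (median -1.24, camera adjusted p = 2.29e-20), with 21 and 15 past the threshold over all microRNAs and 41 and 28 adjusted over the list alone. As lists chosen on these samples they are not independent evidence, and both had an adjusted p of 0.384 with an estimated correlation. The miR-17-92 cluster, a MYC-driven cluster that promotes proliferation, was lower as a group (11 of 12 listed, median -0.71, camera adjusted p = 0.0201, or 0.384 with an estimated correlation). Its members miR-92a-1-5p and miR-19b-1-5p (-1.10, adjusted p = 0.0318), both minor arms, passed over all microRNAs, and 5 members were lower adjusted over the list alone. The miR-221/miR-222 cluster was lower as a group (median -0.80, camera adjusted p = 0.028, or 0.384 with an estimated correlation), with miR-222-5p past the threshold over all microRNAs and 3 members adjusted over the list alone, and the group call ended without normoxia replicate 1 (0.0631). The miR-378 family was higher (6 members, median 0.91, camera adjusted p = 0.0201, or 0.669 with an estimated correlation), through miR-378i and miR-378d (0.87, adjusted p = 0.0446) over all microRNAs and 5 members adjusted over the list alone. That call ended without 32 h replicate 2 (0.103), and as the miR-378 paralogs can share reads, which was not tested, they are not counted as separate evidence.

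After 48 h, the comparison matched for time in culture, 59 microRNAs differed from normoxia, 33 higher and 26 lower. miR-210-3p was at 537 ± 40.8 (SD, n = 2), 3.93-fold above normoxia (log2 1.98, SE 0.29, adjusted p = 0.00173 by limma with Benjamini-Hochberg correction). miR-30d-5p, an abundant member of the miR-30 family, rose from 6198 ± 50.2 to 20503 ± 619 (SD, n = 2 each), 3.31-fold (log2 1.73, SE 0.31, adjusted p = 0.0077). miR-99b-5p rose from 5290 ± 630 to 16325 ± 596 (SD, n = 2 each), 3.10-fold (log2 1.63, SE 0.41, adjusted p = 0.0257), and miR-10a-5p, encoded among the HOXB genes, rose from 30.4 ± 4.07 to 87.1 ± 3.23 (SD, n = 2 each), 2.82-fold (log2 1.5, SE 0.33, adjusted p = 0.0157). miR-4521 was at 0.515 ± 0.0677 (log2 -2.09, SE 0.23, adjusted p = 0.000197) and miR-573 at 0.358 ± 0.12 (log2 -1.93, SE 0.21, adjusted p = 0.000197). In linear terms such low values fell further than these log2(value + 1) differences show.

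The other largest rises at 48 h were miR-181a-2-3p (1.47, SE 0.35), miR-3065-3p (1.33, SE 0.29), miR-3619-3p (1.29, SE 0.29), miR-146b-5p (1.28, SE 0.33), which restrains NF-kB signalling, miR-30e-3p (1.23, SE 0.32) and miR-3158-3p (1.22, SE 0.25), with adjusted p of 0.0145 to 0.0274. Among the falls were miR-296-3p (-2.01, SE 0.42), miR-92a-1-5p (-1.99, SE 0.42), miR-424-3p (-1.97, SE 0.36), miR-149-3p (-1.83, SE 0.26), miR-25-5p (-1.82, SE 0.41) and miR-31-5p (-1.81, SE 0.47), known as a suppressor of breast cancer metastasis, with adjusted p of 0.00173 to 0.0277. miR-222-5p (-1.48, SE 0.26, adjusted p = 0.0077) and miR-145-3p (-1.46, SE 0.20, adjusted p = 0.00148) fell again. Here the other arm miR-222-3p also fell, from 75.9 ± 2.55 to 29.1 ± 0.989 (SD, n = 2 each; -1.35, SE 0.31, adjusted p = 0.0159), while miR-145-5p was 0.655 ± 0.155 against 1.13 ± 0.303 and did not pass (-0.36, adjusted p = 0.335). By qPCR the study instead found both of these arms unchanged or slightly raised, so its qPCR did not show the fall of miR-222-3p. miR-27a-5p rose (1.13, SE 0.25, adjusted p = 0.0159), and miR-27a-3p (0.47, adjusted p = 0.222) and miR-30d-3p (0.80, adjusted p = 0.0557) did not pass. The study's qPCR did find miR-27a-3p raised at every hypoxia time, as did its microarrays. Its qPCR also showed rises of miR-27a-5p and of both arms of miR-30d. The falls of miR-222-5p, miR-145-3p and miR-4521 were seen by its qPCR too.

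At 48 h the groups did not overlap for 75.3% of the microRNAs, where chance gives 33.3% for each, and 164 had an unadjusted p under 0.05. Here too a shift through a whole library could move the share. Rises made up 55.9% of the calls on the deposited values, 51.7% with median-of-ratios size factors (30 of 58), 54.8% under quantile normalization (23 of 42), 8.1% at equal library totals (6 of 74) and 7.7% at equal totals without miR-21-5p (4 of 52). At 16, 32 and 48 h the median log2 difference of all microRNAs was 0.04, 0.00 and 0.04 on the deposited values, -0.19, -0.21 and -0.30 at equal totals, and -0.18, -0.09 and -0.23 at equal totals without miR-21-5p, so directions here are relative to the scale of the deposited values. List medians at equal totals, given below, have to be read against these lower medians of all microRNAs. The count of 59 became 201 without either or both libraries at 16 h, with all 59 kept, and fell to 12 and 5 without normoxia replicate 1 or 2, to 33 without either library at 32 h, and to 6 and 4 without 48 h replicate 1 or 2. Of the 22 named microRNAs with a call at 48 h, miR-4521, miR-573, miR-149-3p and miR-145-3p kept it under the 13, 14, 15 and 13 settings in which each was tested and with any 1 library left out, and miR-210-3p lost it only without 48 h replicate 2 (adjusted p = 0.0522). At equal totals miR-99b-5p, miR-181a-2-3p, miR-3065-3p, miR-146b-5p, miR-30e-3p, miR-3158-3p and miR-27a-5p lost their calls (adjusted p of 0.0549 to 0.0968). Under quantile normalization miR-99b-5p, miR-146b-5p, miR-30e-3p, miR-296-3p and miR-31-5p lost theirs (0.0513 to 0.0949). miR-10a-5p lost its call at equal totals without miR-21-5p (0.0563), miR-31-5p with a pseudocount of 10 (0.122), and miR-25-5p (0.082), miR-3619-3p (0.0675) and miR-31-5p (0.146) with the score of the 16 h replicate difference as a covariate. With that covariate 7 named microRNAs lost their calls at 48 h, these 3 among them. The call of miR-31-5p also ended without any 1 of the normoxia, 32 h and 48 h libraries (0.0616 to 0.168).

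**Figure D2:**
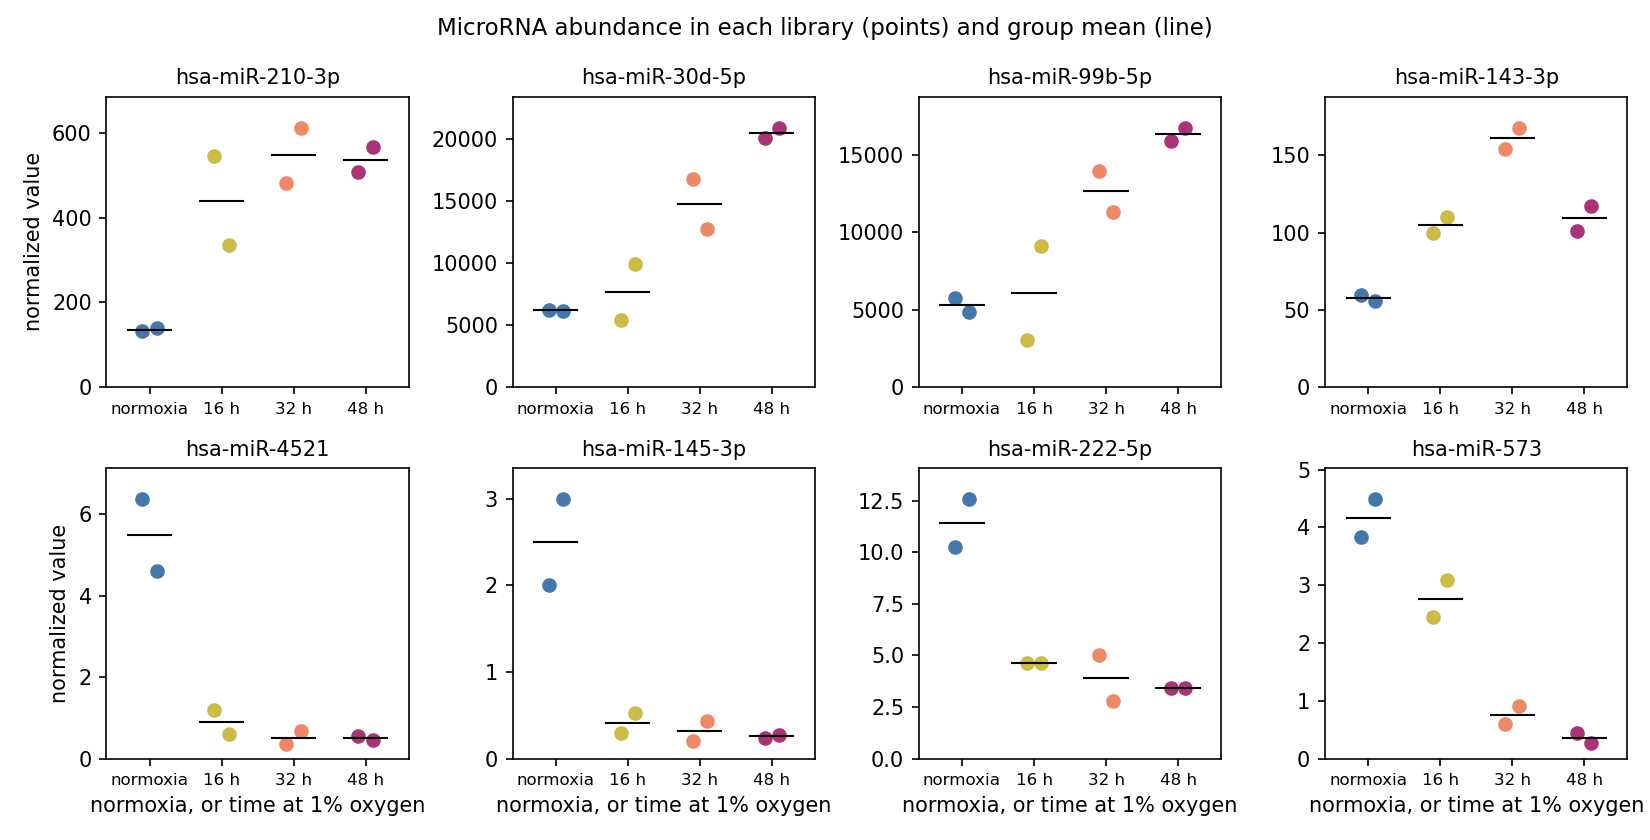
Normalized value (vertical axis, linear and starting at 0) of 8 microRNAs in each library of normoxia and of 16, 32 and 48 h of hypoxia, with points for libraries and a line at the mean of each group. miR-210-3p, miR-30d-5p, miR-99b-5p and miR-143-3p were higher at 48 h than in normoxia and miR-4521, miR-145-3p, miR-222-5p and miR-573 lower, and the points at 16 h lie far apart for miR-99b-5p (6066 ± 4277).

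Several of these hairpins lie inside other genes, in GRCh37 coordinates. MIR210 lies on chromosome 11 from 568089 to 568198, minus strand, in an intron of MIR210HG, and MIR30D on chromosome 8 from 135817119 to 135817188, minus strand, in an intron of a long non-coding RNA. MIR99B is on chromosome 19 from 52195865 to 52195934, plus strand, in an intron of SPACA6, and MIR573 on chromosome 4 from 24521815 to 24521913, minus strand, in an intron of DHX15. MIR222 and MIR221 lie on chromosome X, minus strand, at 45606421 to 45606530 in an intron and at 45605585 to 45605694 in an exon of MIR222HG. MIR33B is on chromosome 17 from 17717150 to 17717245, minus strand, in an intron of SREBF1, MIR149 on chromosome 2 from 241395418 to 241395506, plus strand, in an intron of GPC1, and MIR25 on chromosome 7 from 99691183 to 99691266, minus strand, in an intron of MCM7. MIR143 lies on chromosome 5 from 148808481 to 148808586, plus strand, in an exon of CARMN, MIR27A on chromosome 19 from 13947254 to 13947331, minus strand, in an exon of MIR23AHG, and MIR146B on chromosome 10 from 104196269 to 104196341, plus strand, between genes. Positions of MIR145, MIR4521, MIR10A, MIR296, MIR424 and MIR92A1 are not used here.

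Of the lists at 48 h, 3 passed by camera at the preset correlation and 0 with an estimated correlation. All 41 microRNAs named by the study as raised were higher (median 1.00, camera adjusted p = 1.38e-19, or 0.569 with an estimated correlation), 22 past the threshold over all microRNAs and 41 adjusted over the list alone. Of the 28 named as lowered (median -1.25, camera adjusted p = 9.7e-20, or 0.259 with an estimated correlation), 19 were lower over all microRNAs and 27 adjusted over the list alone. Chosen on these samples, neither list is independent evidence. The miR-221/miR-222 cluster, an oncogenic cluster that represses the cell cycle inhibitor p27, fell as a group (median -1.36, camera adjusted p = 0.00118, or 0.259 with an estimated correlation). miR-221-5p (-1.36, adjusted p = 0.00844), miR-222-3p and miR-222-5p fell over all microRNAs, miR-221-3p did not pass (-0.79, adjusted p = 0.0615), and all 4 were lower adjusted over the list alone. The study's qPCR did not show a fall of miR-222-3p.

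The 31 microRNAs within 50 kb of a HIF site did not pass as a group at 48 h by camera (median 0.26, camera adjusted p = 0.328). At equal library totals their median was -0.14, where that of all microRNAs was -0.30. Of them, miR-210-3p, miR-30d-5p, miR-146b-5p and miR-27a-5p rose and miR-494-3p fell (-0.72, adjusted p = 0.0315), with 7 higher and 2 lower adjusted over the list alone. At 32 h their median was 0.06, but -0.08 at equal totals, where that of all microRNAs was -0.21 (camera adjusted p = 0.58). There 4 were higher over all microRNAs and 6 higher and 1 lower adjusted over the list alone. By limma's fry, a different question described below, the list passed at 32 h (adjusted p = 0.0493) and 48 h (0.0189). With gene set enrichment analysis, another test, the study reported that this list was weakly enriched among raised microRNAs, more so at later times. In the miR-30b/30d cluster miR-30d-5p rose, and the median of its 4 members was 0.57, or 0.22 at equal totals (camera adjusted p = 0.328, 2 higher adjusted over the list alone). The miR-23a/27a/24-2 cluster had miR-27a-5p as its single riser over all microRNAs, 1 higher and 1 lower adjusted over the list alone, and a median of -0.04 against a mean of 0.02 (camera adjusted p = 0.994), with a median of -0.47 at equal totals and -0.34 under quantile normalization. In the miR-30 family miR-30d-5p and miR-30e-5p (0.98, adjusted p = 0.0325) rose, both also adjusted over the list alone, with a median of 0.52 (camera adjusted p = 0.281), or 0.09 at equal totals.

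Among lists tied to proliferation, the miR-17-92 cluster had a median of -0.50 at 48 h (camera adjusted p = 0.0943), with 2 members lower over all microRNAs and adjusted over the list alone, miR-92a-1-5p and miR-19b-1-5p (-1.13). The miR-106b-25 cluster, hosted in MCM7, had a median of 0.17, a mean of -0.18 and a negative test direction (camera adjusted p = 0.898), and its median was -0.26 at equal totals and -0.23 under quantile normalization. Its minor arms miR-25-5p and miR-93-3p (-1.21, adjusted p = 0.0395) fell, and adjusted over the list alone 1 member was higher and 2 lower. The miR-17 seed family (median -0.20, or -0.61 at equal totals and -0.41 under quantile normalization, camera adjusted p = 0.651) had no member past the threshold over all microRNAs or adjusted over the list alone. In the miR-15/16 family miR-503-5p fell (-1.06, adjusted p = 0.0329) over all microRNAs and adjusted over the list alone, with a family median of -0.12 (camera adjusted p = 0.652), or -0.55 at equal totals. The miR-424/miR-503/miR-450/miR-542 cluster had a median of -0.55 (camera adjusted p = 0.147), with miR-424-3p and miR-503-5p lower over all microRNAs and 3 members adjusted over the list alone.

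The let-7, miR-200 and miR-29 families and the p53-responsive microRNAs did not pass by camera at 48 h. The let-7 family (9 members, median -0.07, camera adjusted p = 0.815) had no member past the threshold, over all microRNAs or adjusted over the list alone, and its median was -0.50 at equal totals and -0.41 under quantile normalization, with 0 of 9 higher in both. In the miR-200 family, which maintains the epithelial state, miR-141-5p rose (0.95, adjusted p = 0.0325), also adjusted over the list alone, and the family median of 0.06 (camera adjusted p = 0.898) was -0.01 with median-of-ratios size factors, -0.37 at equal totals and -0.03 under quantile normalization. Among p53-responsive microRNAs miR-192-5p (1.17, adjusted p = 0.0159), miR-194-5p (1.18, adjusted p = 0.0333) and miR-143-3p (0.91, adjusted p = 0.0325) rose, 4 were higher adjusted over the list alone, and the median of 8 listed was 0.48 (camera adjusted p = 0.328), or 0.05 at equal totals. The miR-29 family (median -0.33, or -0.75 at equal totals, camera adjusted p = 0.551) had none past the threshold over all microRNAs or adjusted over the list alone.

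In the miR-378 family miR-378i rose (1.17, adjusted p = 0.024), 3 members were higher adjusted over the list alone, and the median was 0.71 (camera adjusted p = 0.155), or 0.35 at equal totals. In the miR-181 family miR-181b-5p rose (1.07, adjusted p = 0.0384), 2 were higher adjusted over the list alone, and the median was 0.56 (camera adjusted p = 0.233), or 0.13 at equal totals. No member passed over all microRNAs in the miR-183/miR-96/miR-182 cluster (median 0.17, but -0.26 at equal totals; camera adjusted p = 0.815), the Xp11 cluster (median -0.07, but -0.37 at equal totals; 0.766), the primate C19MC cluster (median 0.24, but -0.16 at equal totals; 0.915), the miR-33 family (median -0.17 and mean 0.01, but a median of -0.39 at equal totals; 0.915) or the Drosha-independent microRNAs (median -0.26, but -0.64 at equal totals, lower in 5 of 5; 0.328). Adjusted over the list alone, 1 member of the miR-33 family was higher and none of the other 4 lists had a call.

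Lists of RNA quality and of other cell types were given the same test at 48 h. Among fragments of structured RNAs miR-4521 and miR-1260b (-1.07, adjusted p = 0.0395) fell, 1 was higher and 3 lower adjusted over the list alone, and the median was -0.14 (camera adjusted p = 0.371), or -0.29 at equal totals. Fibroblast and smooth muscle markers held miR-143-3p, which rose, and miR-145-3p, which fell, with 2 higher and 1 lower adjusted over the list alone, and a median of 0.09 (camera adjusted p = 0.92) that was -0.08 at equal totals, with a mean of -0.05 and a negative test direction. Blood cell markers (3 listed of 8, median 0.01, -0.03 with median-of-ratios size factors and -0.25 at equal totals; camera adjusted p = 0.898) had none past the threshold, and liver and neural markers (3 listed of 5, median 0.08, -0.27 at equal totals; camera adjusted p = 0.915) had 1 higher adjusted over the list alone. Lists with fewer than 3 listed members were not tested: of the muscle markers miR-1 rose (1.21, adjusted p = 0.0159) to 5.07 ± 0.451 and miR-499-5p did not pass (-0.26), and the endothelial miR-126-3p (0.16) and miR-126-5p (-0.44) did not pass. The miR-210 list held miR-210-3p alone.

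Median, mean and test direction also differed in sign at 16 h for the miR-23a/27a/24-2 cluster, the miR-30 and miR-378 families, the miR-183/miR-96/miR-182 cluster and the Drosha-independent microRNAs, and at 32 h for C19MC, miR-424/miR-503/miR-450/miR-542, miR-33, structured RNAs, blood cell and fibroblast lists, and none of these lists passed at the time at which its signs differed. In limma's fry, which asks whether the members of a list move one way on balance and does not compare them with other microRNAs, 0 lists passed at 16 h, 8 at 32 h and 6 at 48 h, the last including the HIF-site list (adjusted p = 0.0189), the miR-30b/30d cluster (0.00271), p53-responsive microRNAs (0.00658) and miR-221/miR-222 (0.00658).

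**Figure D3:**
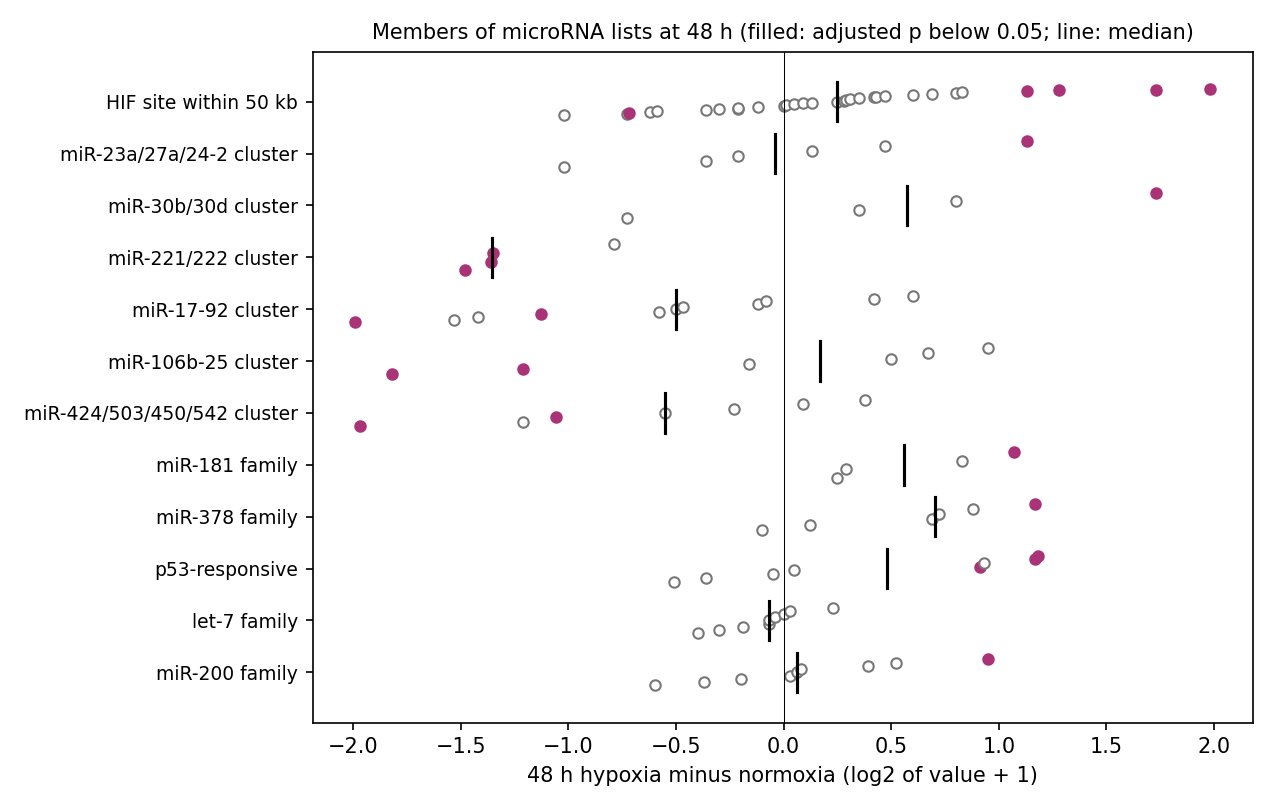
Log2 difference of 48 h from normoxia for the members of 12 lists, 1 point per microRNA, filled where the adjusted p was below 0.05, with a line at the median of each list. The miR-221/miR-222 cluster, the family that passed at 48 h by camera at the preset correlation but not with an estimated one (adjusted p = 0.259), has a median of -1.36, and the HIF-site list spreads around 0.26 on the deposited values, a median that was -0.14 at equal library totals. On that scale the median of all microRNAs was -0.30, against 0.04 on the deposited values.

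Between the hypoxia times, the fit of all 8 libraries called most microRNAs between 16 and 48 h, with 14 higher and 17 lower at 48 h. miR-99b-5p (log2 1.63, SE 0.41), miR-10a-5p (1.63, SE 0.33), miR-181a-2-3p (1.56, SE 0.35), miR-30d-5p (1.48, SE 0.31) and miR-148a-5p (1.22, SE 0.28) were higher at 48 h, with adjusted p of 0.0276 to 0.0417 by limma. miR-31-5p (-2.35, SE 0.47), miR-25-5p (-2.15, SE 0.41), miR-7-5p (-1.84, SE 0.39), miR-424-5p (-1.70, SE 0.44) and miR-503-5p (-1.64, SE 0.29) were lower, with adjusted p of 0.0276 to 0.0438. miR-31-5p was 18.7 ± 16.2 at 16 h and 2.17 ± 0.454 at 48 h, and miR-7-5p 1209 ± 632 and 314 ± 24 (SD, n = 2 each), so that the spread at 16 h was a large part of the mean. Each of the 10 lost its call in a fit of only the 2 groups compared (adjusted p = 0.286), and the count of 31 became 0 there, 1 under quantile normalization, 0 without either library at 48 h, 1 without either at 32 h, 5 without either of normoxia, 16 without 16 h replicate 1 and 227 without replicate 2. Rises made up 45.2% of these calls on the deposited values, and 4 of 18 at equal totals, 6 of 19 with median-of-ratios size factors and 4 of 19 at equal totals without miR-21-5p.

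Between 32 and 16 h 0 microRNAs differed by limma (smallest adjusted p = 0.0894, 132 at an unadjusted p under 0.05), but 2 did without 16 h replicate 1 and 242 without replicate 2. From 32 to 48 h miR-3614-5p, from an exon of TRIM25 on chromosome 17 (54968631 to 54968716, minus strand, GRCh37), fell from 4.24 ± 1.17 to 0.969 ± 0.0619 (SD, n = 2 each; log2 -1.39, SE 0.25, adjusted p = 0.0477 by limma), against 1.74 ± 0.135 in normoxia, from which it had risen at 32 h (0.92, adjusted p = 0.0419). It was the single call of that comparison, where 19 had an unadjusted p under 0.05, and it was lost in 7 of the 14 settings, with adjusted p of 0.00416 to 0.178 over them. The call also ended without normoxia replicate 1 (0.118) or 2 (0.12), 32 h replicate 1 (0.151) or 2 (0.999), and 48 h replicate 1 (0.714) or 2 (0.491).

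All 3 microRNAs called at 16 h were called in the same direction at 32 and 48 h. Of the calls at 32 and 48 h, 27 were shared, 14 higher (among them miR-210-3p, miR-30d-5p, miR-143-3p and miR-192-5p) and 13 lower (among them miR-4521, miR-573, miR-145-3p, miR-222-5p and miR-424-3p), and 0 went opposite ways. Independent lists of the same sizes would share 1.58 higher and 0.78 lower. In 100 simulated draws of all 8 libraries, normoxia included, with no group changed, 0.01 calls were shared on average and 1 at most. Since nothing was changed in these draws, they cannot show how many of the 27 shared calls come from the shared controls. The log2 differences at 32 and 48 h had a correlation of 0.894 across microRNAs, which are not independent replicates, against 0.495 in the simulation, and a covariance of 0.348 against 0.039. For 16 and 48 h the correlation was 0.411 against 0.50 and the covariance 0.089 against 0.039, and for 16 and 32 h 0.486 against 0.494 and 0.097 against 0.039. The 27 shared calls became 155 without either library at 16 h, 6 and 4 without normoxia replicate 1 or 2, 6 and 3 without 32 h replicate 1 or 2, and 5 and 3 without 48 h replicate 1 or 2. The 2 normoxia libraries cannot be split further, so part of any excess may come from the shared controls.

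Ratios between the arms of a hairpin, were compared for 107 hairpins on the log2(value + 1) scale, on which library scaling cancels for abundant arms but not for arms with values near 1. At 32 h 1 hairpin changed: in miR-33b the balance moved toward the 5p arm by a log2 ratio of 1.98 (SE 0.29, adjusted p = 0.0213 by limma), as miR-33b-5p rose (1.48) and miR-33b-3p, at 2.03 ± 0.402 against 3.28 in normoxia, did not (-0.50). At 48 h it was miR-149, toward 5p by 1.57 (SE 0.26, adjusted p = 0.0495), as miR-149-3p fell from 18.2 ± 0.182 to 4.43 ± 0.571 while miR-149-5p was 451 ± 35.8 and 377 ± 5.43 (SD, n = 2 each). At 16 h 0 changed by limma, and 9, 37 and 43 hairpins had an unadjusted p under 0.05 at 16, 32 and 48 h. For miR-145 the ratio of 5p to 3p was higher by 1.05, 1.16 and 1.10 at the 3 times and did not pass (adjusted p of 0.511, 0.103 and 0.087), and for miR-222 it differed by -0.93, -0.62 and -0.13 (adjusted p of 0.525, 0.299 and 0.839). Both calls ended with a pseudocount of 10. The counts of 1 became 46 at 32 h and 54 at 48 h without either library at 16 h, and 0 without any 1 of the other 6 libraries, and the count of 0 at 16 h became 2 without 16 h replicate 1 and 22 without replicate 2.

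Over the 107 hairpins, the minor arm lay a median of -3.80 ± 0.113 log2 units from the major arm in the hypoxia libraries (SD, n = 6) and -3.40 ± 0.058 in normoxia (SD, n = 2), a difference of -0.40. Every hypoxia library lay below both normoxia libraries, and the exact two-sided permutation p was 0.0357, the smallest that the 28 splits can give. The difference was -0.12 with a pseudocount of 10 (exact permutation p = 0.357) and -0.12 as a mean over hairpins, and without either normoxia library the p was 0.143, the smallest that is then possible. Among microRNAs called at 48 h, 10 minor arms were lower and 6 higher, and 4 major arms were lower and 6 higher.

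**Figure D4:**
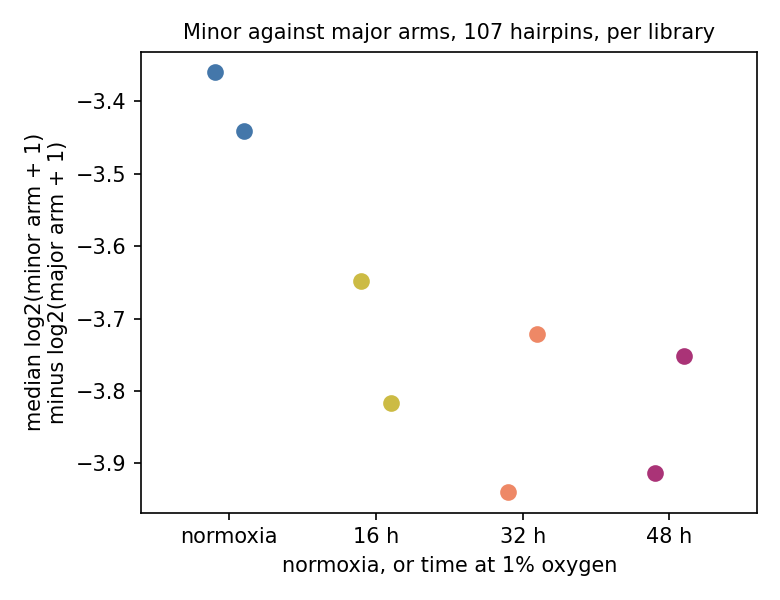
Median over 107 hairpins of log2 minor arm minus log2 major arm (vertical axis) in each of the 8 libraries, by group. The 6 hypoxia libraries lie between -3.94 and -3.65 and the 2 normoxia libraries at -3.36 and -3.44.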

Values the study reported

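The study reported 502 microRNAs found in all conditions, of which 412 carried a strand annotation, 53.2% of them 5p and 46.8% 3p. It counted 184 microRNAs seen from a single strand and 114 with both strands.

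At an adjusted p of at most 0.05, the study reported 1 microRNA raised and 4 lowered after 16 h of hypoxia, 49 raised and 37 lowered after 32 h, and 69 raised and 50 lowered after 48 h. It reported that 40 were raised and 24 lowered at both of the later times.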

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

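Among these tests, the ones on exposure or lag and on GC content were chosen after the difference between the 2 libraries at 16 h had been seen, and the readings of 2 others (capture bias here, shared transcripts among the other observations) were changed after their values were seen. The reading of the test on minor arms, among the other observations, also departs from its rule, as it uses an interval that the rule did not hold.

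Between 16 and 48 h, 31 microRNAs differed by limma, and between 32 and 48 h 1 did, which is what drew attention to them as differences between time points. At 48 h miR-99b-5p (log2 1.63), miR-10a-5p (1.63), miR-181a-2-3p (1.56), miR-30d-5p (1.48) and miR-148a-5p (1.22) were higher than at 16 h, and all but miR-148a-5p were among the 10 largest rises over normoxia at 48 h. miR-31-5p (-2.35), miR-25-5p (-2.15), miR-7-5p (-1.84), miR-424-5p (-1.70) and miR-503-5p (-1.64) were lower, and each had a higher mean at 16 h than in normoxia. miR-3614-5p was lower at 48 than at 32 h (-1.39).

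Of the lists, 3 had library medians above the normoxia mean at 1 time and below it at another, and these differences were not tested. The median of the miR-15/16 family was 0.87 and 0.21 in the libraries at 16 h, -0.02 and -0.25 at 32 h and -0.04 and -0.14 at 48 h, a difference of -0.67 and -0.63 from 16 h. That of the miR-424/miR-503/miR-450/miR-542 cluster was 0.21 and 0.07 at 16 h and -0.43 and -0.67 at 48 h (-0.69). That of the liver and neural markers was -0.03 and -0.04 at 16 h, -0.25 and -0.32 at 32 h, and 0.07 and 0.09 at 48 h (0.11 and 0.36). For that list the normoxia libraries themselves stood at 0.25 and -0.25, so its values at 16 and 48 h lay between them, and the median of its log2 differences was positive at both times (0.12 and 0.08), so no change of direction between 16 and 48 h is claimed for it. The normoxia libraries of the miR-15/16 family stood at 0.13 and -0.13, so 1 of its values at 32 h and 1 at 48 h lay between them. At equal library totals the median log2 differences of miR-424/miR-503/miR-450/miR-542 and of liver and neural markers at 16 h were -0.14 and -0.17, and that of liver and neural markers at 48 h was -0.27.

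The difference from 16 h rests on 2 libraries that lay far apart along the same microRNAs: replicate 1 minus replicate 2 at 16 h had a correlation of -0.632 (95% interval -0.696 to -0.566) with the 48 h change across microRNAs, which are not independent replicates. If a lack of exposure or a lag were all that set replicate 1 apart, its difference from normoxia would run along the 48 h change with a slope between 0 and 1, but the slope was -0.128 (-0.227 to -0.025), and miR-210-3p was 4.02-fold above normoxia in it. That interval resamples the microRNAs of 1 library and does not measure the spread between libraries. A lag joined by another shift of that library cannot be excluded by this test. Adjusting for GC content over the 431 microRNAs with a hairpin entry left the correlation at -0.641 (-0.71 to -0.566). That GC content was read from the genomic hairpin and not from the sequenced microRNA. GC-dependent recovery of the mature RNA therefore cannot be excluded by this test. Capture bias set by each mature sequence cannot be told apart, since the 2 arms of a hairpin shared the replicate difference with a Spearman rho of 0.105 (-0.091 to 0.296) over 107 hairpins, an interval that holds both 0 and 0.233, the rho the arms shared at 48 h. By the rule written beforehand an interval that includes 0 would have spoken for capture bias, and the reading was changed after the value was seen because the same interval holds 0.233. No biological explanation was tested, as the design gives the libraries of a group no difference.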

How the results depend on the processing

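The score of each library along the 16 h replicate difference, a pseudocount of 0.1, totals without miR-21-5p, the GC correction and leaving out both libraries at 16 h were chosen after seeing the data. A test on counts was not run. Only the 48 h comparison is matched with normoxia for time, all 3 times share the 2 normoxia libraries, and values near the floor of 3 reads (0.083 to 0.122) limit what the depth can show. Of the values for named microRNAs, 502 of 582 under alternatives set beforehand, 219 of 266 under those added and 257 of 472 with 1 library left out kept their direction and their side of the threshold, as did 99 of 132, 53 of 55 and 97 of 112 values of lists. Unless a setting tests fewer microRNAs or fewer samples, the cause was not tested. Replicate numbers were not taken to pair the samples, since the labels give them no shared batch or day and the differences between replicates, with correlations of -0.002 to 0.318 between groups, did not correlate above 0.1 in all 6 pairs of groups (4 did). With the replicate number as a block, 3, 44 and 67 microRNAs differed at 16, 32 and 48 h, 25 between 48 and 16 h, 1 between 48 and 32 h and 0 between 32 and 16 h, 31 were shared, and 2 and 0 arm ratios changed at 32 and 48 h, so that the miR-149 call at 48 h ended.

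A mean value of at least 10 left 1 microRNA at 16 h against normoxia, 13 at 32 h and 32 at 48 h, 16 for 48 h against 16 h, 0 for 48 h against 32 h and 8 shared, 3 lists at 16 h and 2 at 32 h, and 0 and 4 arm ratios at 32 and 48 h. A mean value of at least 100 left 1, 4 and 11 at the 3 times, 13 for 48 h against 16 h, 0 for 48 h against 32 h and 3 shared, and 0, 2 and 1 lists, where the median of the list the study named as lowered was 0.12 at 16 h (adjusted p = 0.875). A pseudocount of 10 gave 10 for 48 h against 16 h, 0 for 48 h against 32 h, 0 and 0 arm ratios at 32 and 48 h, and -0.117 for minor arms (exact permutation p = 0.357), and a pseudocount of 0.5 gave 3 arm ratios at 32 h. Equal library totals gave 5 at 16 h, 18 for 48 h against 16 h and 0 for 48 h against 32 h. Equal totals without miR-21-5p gave 6 at 16 h, 19 at 32 h, 19 for 48 h against 16 h, 0 for 48 h against 32 h and 17 shared. With miR-21-5p out of the totals 7.7% of the calls at 48 h were rises, against 55.9% on the deposited values, so the abundance of miR-21-5p alone does not account for how that share moves with the scaling. Median-of-ratios size factors gave 21 at 32 h, 19 for 48 h against 16 h, 0 for 48 h against 32 h and 17 shared, and quantile normalization 12, 1, 0 and 12 for the same. eBayes without trend, and with trend and robust, gave 0 and 0 for 48 h against 32 h, and the GC correction 1 at 16 h. Fits of only the 2 groups compared gave 167 at 32 h, 219 at 48 h, 0 for 48 h against 16 h and 4 for 48 h against 32 h, and without both libraries at 16 h there were 201 at 32 h, 201 at 48 h and 4 for 48 h against 32 h. The score of the 16 h replicate difference gave 13 at 16 h, 16 at 32 h, 2 for 32 h against 16 h, 4 for 48 h against 16 h, 4 for 48 h against 32 h, 15 shared, and 2, 4 and 7 arm ratios at the 3 times, and turned miR-145-5p at 48 h to 0.13 (adjusted p = 0.754 by limma). Camera with estimated correlation passed 0, 0 and 0 lists, and fry 0, 8 and 6.

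With 1 library left out, where the lone sample is assumed to vary like the other groups, counts ran from 1 to 76 at 16 h, 3 to 200 at 32 h, 4 to 201 at 48 h, 0 to 242 for 32 h against 16 h, 0 to 227 for 48 h against 16 h, 0 to 4 for 48 h against 32 h and 3 to 155 shared. Arm ratios ran from 0 to 22, 0 to 46 and 0 to 54 at the 3 times, lists from 2 to 6, 4 to 5 and 3 to 4, and minor arms from -0.438 to -0.357. The median of the list the study named as raised ran from -0.10 to 0.64 at 16 h, and the former, without 16 h replicate 2, was a change of direction (adjusted p = 0.451).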

Other observations

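No test in this part was chosen after its result was seen, the reading of the test on neighbours was changed afterwards, and the microRNAs named in the first 2 paragraphs were chosen after their values were seen. The test on minor arms was read with an interval that its rule did not hold. Of the microRNAs encoded in the HOX clusters, which pattern the body axis, miR-196a-5p rose with miR-10a-5p at 48 h, from 998 ± 120 in normoxia to 2297 ± 7.60 (SD, n = 2 each; log2 1.21, SE 0.33, adjusted p = 0.0329 by limma), while miR-196b-5p was 16.7 ± 1.27 and 30.1 ± 0.851 and did not pass (0.81, adjusted p = 0.0813). miR-10b-5p, at 0.599 ± 0.255 and 0.870 ± 0.0922, did not pass (0.23, adjusted p = 0.424). In the miR-99b cluster miR-125a-5p rose with miR-99b-5p, from 1247 ± 120 to 2766 ± 156 (SD, n = 2 each; log2 1.15, SE 0.31, adjusted p = 0.0315), whereas let-7e-5p from the same cluster was 3205 ± 124 and 2432 ± 154 and did not pass (-0.40, adjusted p = 0.412). The paralogs miR-99a-5p (0.03) and miR-125b-5p (0.07), from other loci, did not pass.

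miR-92b-3p, which shares its seed with miR-92a, rose at 48 h from 199 ± 12.3 to 444 ± 3.54 (SD, n = 2 each; log2 1.15, SE 0.29, adjusted p = 0.0257 by limma). miR-338-5p rose at 32 h (0.86, adjusted p = 0.04) and 48 h (1.18, adjusted p = 0.0106), and its opposite arm miR-338-3p did not pass at 48 h (0.29, adjusted p = 0.536). miR-23b-5p, a minor arm, fell at 32 h (-1.09, adjusted p = 0.0213) and 48 h (-1.10, adjusted p = 0.0151), while miR-23b-3p was 938 ± 11.2 in normoxia and 744 ± 17.6 at 48 h and did not pass (-0.33, adjusted p = 0.417).

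Here 24 microRNAs were higher and 15 lower at 32 h, 33 higher and 26 lower at 48 h, 2 lower at 16 h, and 14 higher and 13 lower at both later times, microRNAs also called at 16 h included. The study's counts were larger, and for the later times its tables list microRNAs called at 16 h apart. The tests also differ: the study used edgeR with common and tagwise dispersion. Here limma was used, with a spread estimated over all groups, the libraries at 16 h included. Without both libraries at 16 h, 201 microRNAs were called here at 32 h and 201 at 48 h. How much of the difference in counts comes from the choice of test was not tested.

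Neighbouring hairpins within 10 kb on 1 strand may change together if they share a transcript. Over 179 pairs of microRNAs at 48 h the median absolute difference in log2 fold change was 0.493, against a median of 0.588 (95% range 0.455 to 0.731) in 10000 random pairings (permutation p = 0.0811), and 48% of the pairs changed in the same direction. By the rule written beforehand a value within the random range would have spoken against shared transcripts. The reading was changed after the value was seen, because 0.493 lies below the random median, so whether neighbours move together cannot be told apart from random pairing with 179 pairs.

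The lower share of minor arms in hypoxia may come from low counts and the pseudocount. In the 10 hairpins with both arms at a mean value of 100 or more the difference between hypoxia and normoxia was -0.606, with an interval over hairpins of -1.074 to 0.592. In the 53 with both arms at 10 or more it was -0.369 (-0.626 to 0.204), and over all 107 it was -0.397 (-0.621 to 0.062). By the rule written beforehand, a difference that did not shrink in the 10 hairpins would have spoken against low counts, and -0.606 did not shrink. That rule held no interval, and its reading is replaced here. Low counts and a shift of minor arms cannot be told apart, because the first 2 intervals hold both 0 and the difference over all hairpins, and the pseudocount of 10 brought the difference to -0.117.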
